A study of Homo sapiens with 32 samples. Its data were reported in "Systems immunology-based drug repurposing framework to target inflammation in atherosclerosis" (2023).

How the data were processed

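RNA of peripheral blood mononuclear cells (PBMCs) of healthy donors was measured after a 2 h rest and 3 h with 20% plasma of patients with atherosclerosis or of healthy donors, from 250 ng of total RNA and stranded polyadenylated libraries. Per the labels, 16 libraries were sequenced on 2 lanes each, 10 after disease plasma (replicates 1 to 10) and 6 after healthy plasma (replicates 11 to 16). No paired analysis was possible because the groups share no replicate numbers. The study's text calls the healthy plasma autologous to healthy PBMCs in one place and pooled in another, so the plasma of the groups may differ in these respects too.

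The deposited table held 39130 gene symbols and 32 columns of a normalised signal, which the authors made from gene counts by dividing each column by one size factor with DESeq. Dividing each column by its smallest value above 0 gave whole numbers for 100% of values within 1e-06, so reads were recovered for the count-based tools, with size factors of 0.648 to 1.53. Size factors recomputed from these reads differed from the deposited ones by a relative 4.7e-15 at most. The column with a size factor of 1.01 lies too close to 1 for a firm call that it holds scaled reads, and was treated as the others. The study's methods name GRCh38 with GENCODE annotation while the submitters' notes name hg19, and the table gives symbols only, so positions are those of GENCODE v44 on GRCh38 looked up by symbol.

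The 2 lanes of a library were averaged (summed for count-based tools), since an index of dispersion over genes with at least 20 reads put them far closer to each other than most libraries were to one another. Of all genes, 69 sex-linked ones were removed from the deposited values, which the authors had scaled with them, before any test or other scaling. Genes with at least 10 normalised counts in at least 6 libraries were kept, which left 15563. The groups were compared with limma 3.58.1 in R 4.3.3 on log2 of the normalised count plus 1, with a mean-variance trend and robust variances, two-sided, at a Benjamini-Hochberg adjusted p of 0.05 over all genes and no minimum fold. The plan made before the data were examined had assumed read counts and named edgeR with TMM and its own filter as the main test. Limma and the filter above were chosen once the table was found to hold normalised values, and edgeR was run as an alternative. The main fold is the difference in mean log2 values, and errors are SD over libraries unless named SE.

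Principal components were computed on the same log2 values, centred and not scaled, and the group difference on the first was tested by an exact permutation test over all splits. Gene lists and cell type markers, 43 lists with 976 symbols of which 971 were in the table (symbols in several lists counted in each), were fixed before the data were examined. Camera with an estimated correlation was the planned list test, with Benjamini-Hochberg adjustment over the 43 lists, and camera with a preset correlation of 0.01 was planned beside it. An exact permutation test of each list's mean log2 value per library, two-sided and adjusted over the 43 lists, was added after camera had given its result.

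Genes named were, by a rule set before the data were examined, the 12 with the largest rise and the 12 with the largest fall among called genes with a mean of at least 5 CPM (reads scaled to library size) and at least 9 disease plasma libraries on one side of the healthy plasma median. Each list gave up to 4 called members with the largest change and up to 2 uncalled members with the highest level. The rule was written for edgeR calls and was applied to those of limma. The genes the study names as higher, NAMPT that it names as coexpressed with IL6, and those of proteins it measured as released were added. Genes without a gene name, immunoglobulin and T cell receptor segments, and genes whose level can follow the donor were left out of the largest changes. EGR1, CD79A and CD8A were named after their values were seen.

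Alternatives were edgeR 4.0.16 with TMM, RLE and upper quartile scaling, DESeq2 1.42.0, limma-voom, other filters and pseudocounts, TMM and total-count scaling, single lanes, and 32 lanes as separate samples. Further ones were a covariate of T cell minus monocyte markers, and leaving out each library in turn, replicates 1, 4 and 10 together, or treating replicates 6 and 7 as one. The pipeline was tested on simulated data made from these libraries: limma recovered 81 of 97 genes changed 1.5-fold and 93 of 95 changed 2-fold, with 11 false among 185 calls. With no simulated change it called 0 genes with 16 libraries and 80 with 32 lane entries (edgeR 0 and 86). Reads per library were 20.91 to 46.67 M, and intervals were not computed from counting error alone, since the spread between libraries was larger.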

Results

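Peripheral blood mononuclear cells (PBMCs, the lymphocytes, monocytes and dendritic cells of blood) of healthy donors were exposed for 3 h to 20% plasma from patients with atherosclerosis (disease plasma) or from healthy donors (healthy plasma), and their polyadenylated RNA was sequenced. The 32 entries were the 2 sequencing lanes of 16 libraries, 10 after disease plasma and 6 after healthy plasma. The lanes of one library had a dispersion index of 1.44 to 1.74 over genes (median 1.55, where 1 is sampling noise alone). The median was 19.6 between libraries of different groups, and each library was counted once. Libraries held 20.91 to 46.67 M reads after disease plasma (30.7 ± 7.83 M, SD, n = 10). After healthy plasma they held 28.69 to 46.18 M (34.9 ± 6.39 M, SD, n = 6; two-sided exact permutation p = 0.281). Disease plasma replicates 6 and 7 had an index of 1.38 and 1.51 within a lane and of 1.75 and 1.77 across lanes, above the 1.5 and 1.52 between the lanes of each, and were kept apart. The labels do not give the number of PBMC donors, so p-values measure only the spread between these samples, which may in part be technical.

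The comparison asked how healthy PBMCs change their transcription when patient plasma replaces healthy plasma. After disease plasma the cAMP response factor gene CREM rose 3.12-fold, the fatty acid synthase gene FASN 2.38-fold and the regulatory cytokine gene IL10 2.19-fold, each in 10 of 10 libraries against the healthy plasma median. Of 12 B cell markers 11 fell, and of 76 ribosomal protein genes 66 rose, by small amounts (23 with scaling to the total count). Disease plasma raised 3086 of 15563 tested genes and lowered 2688 (limma, Benjamini-Hochberg adjusted p under 0.05), mostly by small amounts. Thus 37.1% of tested genes were called, and counts in the gene lists below have to be read against that share. The median fold was 1.15 among genes that rose and 0.808 among genes that fell, and 91 genes rose and 38 fell by at least 2-fold. The groups did not overlap in 1995 of the 15563 tested genes, 1975 of them called, where chance gives 0.025% of genes. All 10 disease plasma libraries had a higher score than all 6 healthy plasma libraries on the first principal component, which held 31% of the variance. The scores were 12.7 ± 6.38 and -21.1 ± 3.47 (SD; exact permutation p = 0.000125, the smallest that the splits of 16 libraries can give). Disease plasma replicate 4 lay apart on the second component, at -42.04. No gene called both in the main test and in an alternative differed in direction between them. Genes that lost their call could still change sign. Of 76 ribosomal protein genes, 10 had not passed in the main test, but 11 lay below 0 under total-count scaling. However, scaling to the total count, added after the data were examined, called 1316 genes higher and 5103 lower, and edgeR with upper quartile scaling called 2294 higher and 3473 lower. Thus 20.5% and 39.8% of calls were higher, where the authors' size factors gave 53.4%. The median log2 change over all genes was -0.0977 with the total count, against -0.00241 with the authors' size factors. Totals of normalised counts were 16 ± 0.298 M after disease plasma and 15 ± 0.225 M after healthy plasma (SD; exact permutation p = 0.0001249).

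**Figure D1:**
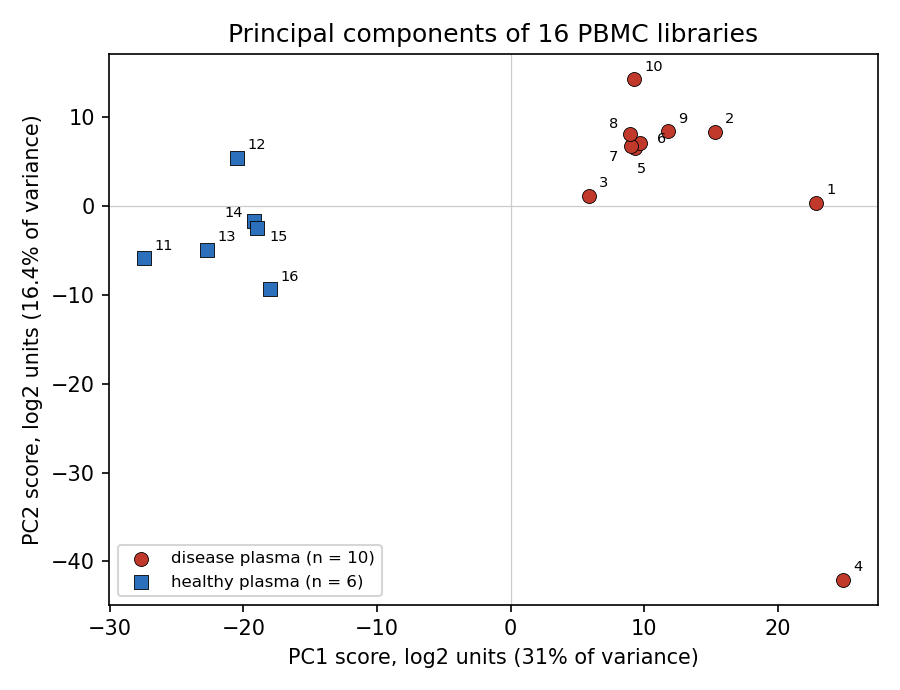
Scores of the 16 libraries on the first 2 principal components of log2 normalised counts, with the share of variance on each axis; circles are disease plasma libraries, squares are healthy plasma libraries and numbers are replicates. Disease plasma libraries lie at 5.85 or above on PC1 and healthy plasma libraries at -18 or below, and disease plasma replicate 4 lies at -42.04 on PC2.

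Among called genes with a mean of at least 5 CPM (reads scaled to library size) and at least 9 disease plasma libraries on one side of the healthy plasma median, those that rose most after disease plasma were LAYN, CXCL5, COL1A1, CXCL6, PGAP1, CREM, SERPINB2, CXCL1, EBF1, CEMIP, NR4A2 and CCL7. CREM, a transcription factor of the cAMP response (chromosome 10, 35126791 to 35212958, GRCh38 by GENCODE v44), rose 3.12-fold (log2 1.64, SE 0.121, adjusted p = 9.61e-08). It stood at 3767 ± 399 normalised counts after disease plasma (SD, n = 10) and 1232 ± 298 after healthy plasma (SD, n = 6). LAYN, a hyaluronan receptor (chromosome 11, 111540280 to 111561745), rose 3.75-fold, from 63.47 ± 10.9 to 239.5 ± 31.9 (adjusted p = 7.64e-10). COL1A1, a chain of type I collagen, rose 3.33-fold, and the early B cell factor EBF1 rose 2.53-fold. Those that fell most under the same limits were STEAP4, LPL, CCL24, HSPG2, SIAH3, TCL1A, EPHA1, LIMS2, FSCN1, SNX22, ADAMTSL2 and GAL3ST4. The receptor tyrosine kinase EPHA1 (chromosome 7, 143390289 to 143408856) fell from 647.3 ± 22.9 to 325.1 ± 39.7 (fold 0.5, adjusted p = 9.6e-09), and HSPG2, which encodes the proteoglycan perlecan, fell from 167.2 ± 16.7 to 79.5 ± 12.5 (fold 0.476). The lipoprotein lipase gene LPL fell from 440.1 ± 174 to 181.4 ± 49.5 (fold 0.428, adjusted p = 0.00092), in 10 of 10 disease plasma libraries against the healthy plasma median. The call of CXCL1 ended without healthy plasma replicate 11 (adjusted p = 0.0539). Those of CEMIP and STEAP4 ended without replicate 11 (0.0822 and 0.0726) or 13, and that of CEMIP also without 14. The calls of CCL7 and CCL24 each ended without any of healthy plasma replicates 11 to 13 or disease plasma replicate 3 (adjusted p up to 0.0884 and 0.0762). The same held for CCL7 without disease plasma replicates 1 or 10 and for CCL24 without healthy plasma replicate 14. Without the filter on low counts the calls of STEAP4, CEMIP, CCL7 and CCL24 ended too (0.0678 to 0.0823). Those of STEAP4 and CCL24 also ended with a covariate of T cell minus monocyte markers (0.077 and 0.105), of STEAP4 in lane 2 alone (0.0792) and of CCL24 in lane 1 alone (0.0539).

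**Figure D2:**
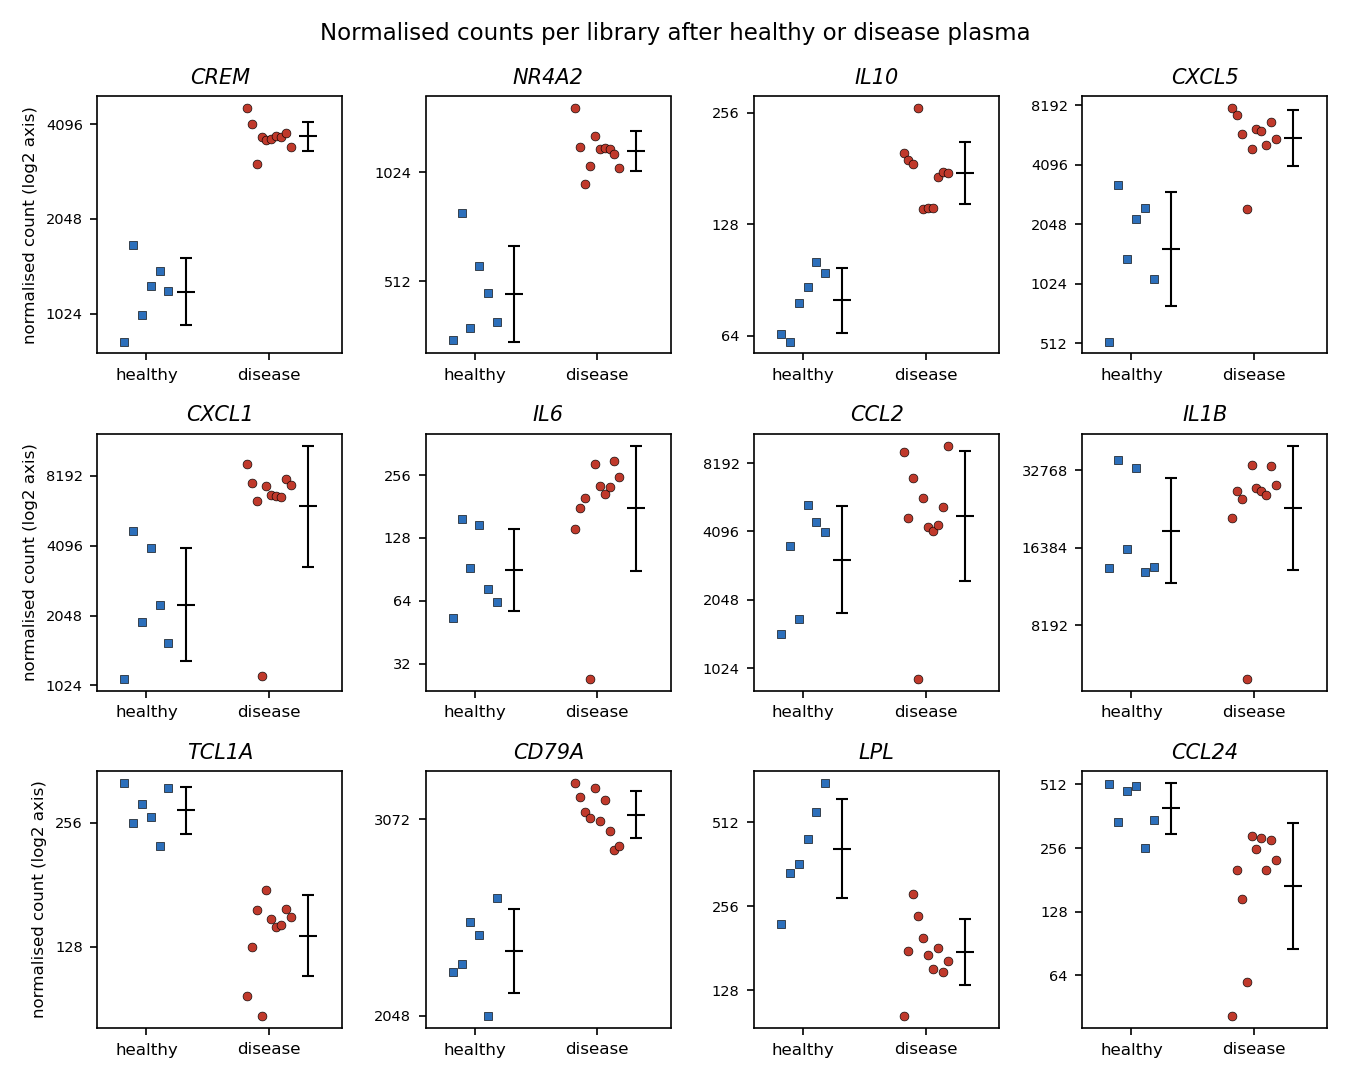
Normalised counts of 12 genes per library on log2 axes; points are libraries, and the black bar and whiskers are the mean and SD on the log2 scale (healthy plasma n = 6, disease plasma n = 10). CREM, NR4A2, IL10 and CD79A are higher in every disease plasma library than in any healthy plasma library and TCL1A is lower, while 1 disease plasma library is far below the others for CXCL1, IL6, CCL2 and IL1B.

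Among chemokines, 7 of 21 measured genes rose, 3 fell and 11 did not pass (7 and 4 when adjusted over the list alone; 9 and 0 with a covariate of T cell minus monocyte markers), and the neutrophil attractants of the CXCL family led the rises. CXCL5 rose 3.63-fold, from 1810 ± 1000 to 5821 ± 1510 (adjusted p = 0.000826), CXCL6 rose 3.28-fold and CXCL1 2.66-fold (adjusted p = 0.0192). Near-identical CXCL1, CXCL2 and CXCL3 could share reads, so their single values are uncertain. The most abundant chemokine, CXCL8, stood at 40100 ± 9840 against 29690 ± 12100 (adjusted p = 0.215). It passed without disease plasma replicate 4 (log2 0.63, adjusted p = 0.0157; range over 36 alternatives 0.00383 to 0.403). Of 37 cytokine and growth factor genes 5 rose and 10 fell (the same counts adjusted over the list alone), with a median log2 change of 0.0516 and a mean of 0.0148 but a camera statistic on the lower side. This balance depended on the processing, with 2 higher and 11 lower under total-count scaling, 8 and 8 without disease plasma replicates 1, 4 and 10, and 9 and 7 with the T cell and monocyte covariate. The mean log2 values of these lists did not pass (exact permutation adjusted p = 0.28 for chemokines and 0.923 for cytokines). The regulatory cytokine IL10 rose 2.19-fold in 10 of 10 libraries, from 81.19 ± 15.9 to 178.9 ± 36.7 (adjusted p = 5.19e-06), and the platelet-derived growth factor gene PDGFB fell to 0.538-fold. IL7 fell to 0.741-fold and CCL5 to 0.809-fold, calls that ended without healthy plasma replicate 13 (adjusted p = 0.0577) and replicate 11 (0.0531). That of IL7 also ended in lane 2 alone (0.137) and that of CCL5 without the filter on low counts (0.0675). With the covariate of T cell minus monocyte markers neither passed (0.0578 and 0.0686), while IL1B did (log2 0.76, adjusted p = 0.0346). IL1B (log2 0.30, adjusted p = 0.579), TNF (-0.26, 0.415) and CXCL10 (0.88, 0.367) did not pass.

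Of 6 genes taken from the study's text, CCL2, IL6, S100A9, TLR2 and NOD2 named as higher and NAMPT as coexpressed with IL6, 3 rose: S100A9 (1.2-fold), NOD2 (1.2-fold) and NAMPT (1.35-fold; adjusted p = 0.00539, 0.00766 and 0.0136). Adjusted over the list alone 4 passed, which is not independent evidence, since the list was chosen on these samples. In limma IL6 stood at 204.6 ± 78.6 against 97.85 ± 44.9 (log2 0.98, SE 0.45, adjusted p = 0.103), and CCL2 at 5537 ± 2590 against 3434 ± 1560 (adjusted p = 0.295). TLR2 stood at 6318 ± 727 against 5532 ± 436 (adjusted p = 0.0573). Without disease plasma replicate 4, which had the lowest IL6 and CCL2 of its group, both passed (log2 1.28 and 0.90, adjusted p = 0.00108 and 0.0384; ranges over 36 alternatives 0.000294 to 0.211 and 0.0296 to 0.53). TLR2 passed without disease plasma replicate 1 (adjusted p = 0.00212) or healthy plasma replicate 12 (0.0396; range 0.000824 to 0.311). Under scaling to the total count NOD2 and NAMPT did not pass (adjusted p = 0.0534 and 0.0507, the highest of their 36 alternatives). Only 1 of the 6 genes passed under that scaling, and 5 passed without disease plasma replicates 1, 4 and 10 together. With edgeR and TMM 4 passed, and with the covariate of T cell minus monocyte markers 5. IL6 did not pass in 27 of the 36 alternatives and CCL2 in 32. The mean log2 value of the 6 genes was 0.462 higher (two-sided exact permutation test, adjusted p = 0.0222; camera adjusted p = 0.24 with an estimated correlation). Without NAMPT it was 0.467 higher (exact p = 0.0102, not adjusted).

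Of 38 CREB and immediate-early genes 15 rose after disease plasma and 1 fell (17 and 3 adjusted over the list alone; 13 and 5 under total-count scaling). CREM was joined by NR4A2 (2.48-fold, 492.5 ± 164 to 1181 ± 158), DUSP4 (2.31-fold) and the low-count kinase gene SIK1 (2.52-fold, 8.836 ± 1.49 to 24.23 ± 6.56). EGR1, named after its values were seen, fell from 1690 ± 647 to 933.8 ± 128 (fold 0.584, adjusted p = 0.0054), and JUNB (log2 -0.03) and KLF6 (0.06) did not pass. The list's mean log2 value was 0.274 higher (exact permutation adjusted p = 0.0178; camera adjusted p = 0.671 with an estimated correlation). Of 35 genes for the kinases and factors that the study followed by phosphorylation, 12 rose and 5 fell (14 and 5 adjusted over the list alone), among them FYN (1.64-fold), STAT3 (1.46-fold), ABL1 (1.25-fold) and MAPK3 (fold 0.781). Of 32 cytokine receptor genes 10 rose and 4 fell (the same adjusted over the list alone), with IL1R1 (1.86-fold), IL12RB2 (1.6-fold) and IL4R (1.35-fold) higher and IL6R (fold 0.752) lower. The mean log2 values of both lists were higher (0.0533 and 0.0792, exact permutation adjusted p = 0.0094 and 0.0107; camera adjusted p = 0.534 and 0.671 with an estimated correlation). Under total-count scaling their medians turned to -0.042 and -0.0381, and 6 and 5 of their genes were higher and 8 and 7 lower. Of 18 chemokine receptor genes 6 rose and 2 fell (the same adjusted over the list alone), with CCR4 (1.69-fold) and CCR9 (1.54-fold) higher and CX3CR1 (fold 0.688) lower. The mean did not pass (exact permutation adjusted p = 0.191), and the median of 0.0749 turned to -0.019 under total-count scaling.

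B cell markers fell after disease plasma: 11 of 12 were lower and 1 was higher, also when adjusted over the list alone. TCL1A fell from 277.1 ± 35.9 to 139.1 ± 27.8 (fold 0.497, adjusted p = 2.56e-05), BANK1, a B cell scaffold protein, from 298.6 ± 21.3 to 169.2 ± 17.9 (fold 0.566), FCRLA to 0.601-fold and VPREB3 to 0.495-fold. CD79A, a signalling chain of the B cell receptor named after its values were seen, rose from 2348 ± 201 to 3105 ± 148 (1.33-fold, adjusted p = 1.64e-06). Among 27 B cell receptor and activation genes 16 fell and 4 rose, EBF1 among the latter. Of the 43 lists, B cells had the largest fall in mean log2 value, of -0.564 (exact permutation adjusted p = 0.00179; camera adjusted p = 0.24 with an estimated correlation). That of the B cell receptor list was -0.269 (0.00179; 0.24).

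Several T cell and basophil markers also fell. Of 10 naive T cell markers 7 fell and 2 rose, with LRRN3 (fold 0.632), CD27 (0.705) and NOG (0.769) lower. Of 5 CD8 T cell markers 4 fell, with GZMK (0.699), THEMIS (0.733), CRTAM (0.74) and CD8B (0.755) lower. CD8A, named after its values were seen, rose 1.27-fold. Pan-T cell markers moved both ways, with 4 of 12 higher (CD28 1.41-fold, CD5 1.32-fold) and 6 lower (CD2 0.804-fold). Adjusted over the list alone these counts were 4 and 7, and those of the naive and CD8 T cell lists did not change. Under total-count scaling 0 naive T cell markers rose and 8 fell. Of 9 basophil markers 6 fell and 0 rose, also adjusted over the list alone, with MS4A2, a chain of the IgE receptor, lower from 55.44 ± 11.3 to 17.04 ± 3.29 (fold 0.32, adjusted p = 6.49e-08). CPA3 (0.666), MS4A3 (0.684) and CLC (0.707) fell as well. The mean log2 values of the naive T, CD8 T and basophil lists fell by 0.223, 0.291 and 0.405 (exact permutation adjusted p = 0.00268, 0.00322 and 0.00179; camera adjusted p = 0.671, 0.671 and 0.24 with an estimated correlation). That of the 12 T cell markers was -0.0371 (exact permutation adjusted p = 0.468).

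CD14 monocyte markers rose in 4 of 12 cases and fell in none (6 and 1 adjusted over the list alone): VCAN (1.5-fold), LYZ (1.31-fold), CD14 (1.21-fold) and S100A9. The call of CD14 ended under total-count scaling (adjusted p = 0.109), upper quartile scaling (0.0587), the T cell and monocyte covariate (0.0722) and no filter on low counts (0.0771). That covariate contains CD14 itself, so a weaker call under it follows in part from its construction. Markers of cells that should be scarce in PBMCs moved as well. Of 17 neutrophil markers 3 were higher (0 adjusted over the list alone), and 1 of 16 platelet markers was higher and 2 were lower (the same adjusted over the list alone). Of 5 red cell markers 3 were higher (4 adjusted over the list alone). The platelet chemokine gene PPBP rose 2.05-fold, from 234.3 ± 39.8 to 502.6 ± 182. The platelet list had a median of -0.0213 and a mean of 0.0258, on opposite sides of 0. None of the red cell markers, which include near-identical haemoglobin copies, passed under scaling to the total count, nor did any neutrophil marker rise. The mean log2 value of none of these 4 lists passed (exact permutation adjusted p = 0.299, 0.335, 0.597 and 0.0782).

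Genes of lipid and protein synthesis and of the stress response were among those that rose, where 37.1% of all tested genes were called either way. The paper states that the enrolled patients received statins, while dyslipidemia was an exclusion criterion for the healthy donors. Effects of treatment and of disease on these genes cannot be told apart here. FASN, the fatty acid synthase gene (chromosome 17, 82078338 to 82098294), rose 2.38-fold, from 3853 ± 327 to 9190 ± 931 (adjusted p = 7.64e-10), although 3 of 15 fatty acid synthesis genes rose and 4 fell (the same adjusted over the list alone; 1 and 4 under total-count scaling; exact permutation adjusted p = 0.407 for the mean). In cholesterol synthesis SC5D (2.27-fold) and DHCR7 (2.15-fold) were among 5 of 24 genes that rose, while 3 fell (5 and 3 adjusted over the list alone; 8 and 1 without disease plasma replicates 1, 4 and 10). The list's mean was 0.134 higher (exact permutation adjusted p = 0.0137; camera adjusted p = 0.865 with an estimated correlation). Its median of 0.0401 turned to -0.0558 under total-count scaling, where 3 rose and 4 fell. Of 21 scavenger receptor and lipid handling genes 3 rose, the lipid droplet gene PLIN3 (1.48-fold) among them, and LPL fell (the same adjusted over the list alone; exact permutation adjusted p = 0.468 for the mean). Of 76 cytosolic ribosomal protein genes 66 rose and 0 fell (71 adjusted over the list alone), by small amounts such as 1.24-fold for RPS29 and RPL38. Of them 23 were higher under total-count scaling. Of 26 heat shock and unfolded protein response genes 14 rose and 0 fell (18 adjusted over the list alone; 8 under total-count scaling), with HSPH1 (1.47-fold), SESN2 (1.45-fold) and the chaperone gene HSPA5 (1.29-fold) higher. Of 13 mitochondrial messenger RNAs 5 rose and 0 fell (5 adjusted over the list alone; 1 under total-count scaling and 2 without disease plasma replicates 1, 4 and 10). The mean log2 values of the last 3 lists rose by 0.156, 0.143 and 0.137 (exact permutation adjusted p = 0.00358, 0.0107 and 0.0178; camera adjusted p = 0.671, 0.24 and 0.865 with an estimated correlation).

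Some genes of coagulation and matrix turnover changed, where 37.1% of all tested genes were called either way. Thrombospondin 1 (THBS1) rose 2.18-fold in 10 of 10 libraries, from 53510 ± 9500 to 116600 ± 19100 (adjusted p = 1.94e-06). SERPINB2 (2.94-fold), the tissue factor inhibitor TFPI (2.31-fold) and the complement regulator CD55 (1.71-fold) rose too. In all 6 of 27 complement, coagulation and fibrinolysis genes rose and 5 fell (6 and 5 adjusted over the list alone), with a mean 0.263 higher (exact permutation adjusted p = 0.00384; camera adjusted p = 0.671 with an estimated correlation). Of 26 matrix and adhesion genes 6 rose and 4 fell (6 and 4 adjusted over the list alone): TIMP1 (1.71-fold) and the heparanase gene HPSE (2.02-fold) were higher, and MMP28 (fold 0.324, 130.1 ± 9.6 to 42.27 ± 9.43) and MMP2 (fold 0.552) lower. Of 30 glycolysis and hypoxia genes 10 rose and 2 fell (10 and 3 adjusted over the list alone), with PFKFB3 (1.69-fold) and GAPDH (1.27-fold) higher. The mean log2 values of these last 2 lists did not pass (exact permutation adjusted p = 0.597 and 0.0831). The matrix list had a median of 0.00779 and a mean of -0.0258. Under total-count scaling 5 of its genes rose and 7 fell, and the glycolysis median of 0.0721 turned to -0.0248, with 7 higher and 7 lower.

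**Figure D3:**
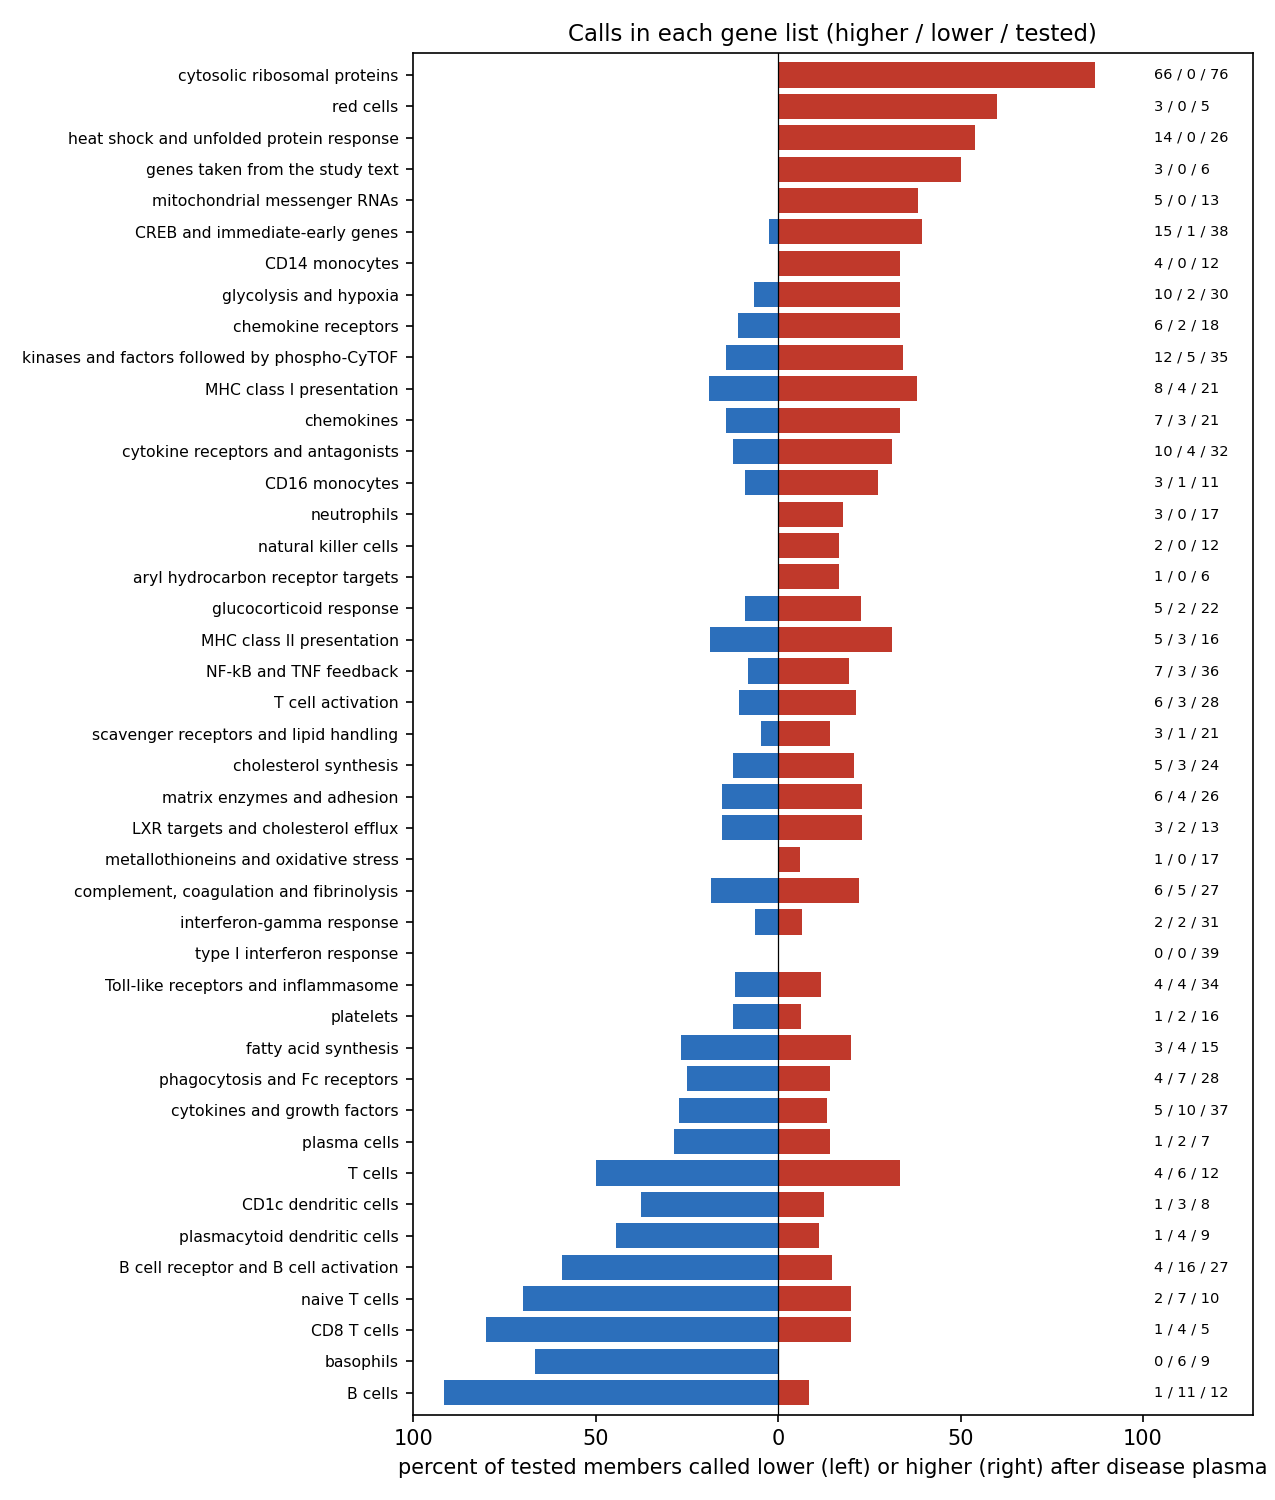
Share of tested members called higher (right, red) or lower (left, blue) after disease plasma, under the authors' scaling, in each of 43 gene lists, in percent, with the counts higher, lower and tested at the right. B cell markers are lower in 11 of 12 cases and ribosomal protein genes higher in 66 of 76.

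The list test chosen before the data were examined, camera with an estimated correlation, called 0 of the 43 lists (lowest adjusted p = 0.24), with 5 at an unadjusted p under 0.05. Camera with a preset correlation called 4 higher and 4 lower, and the exact permutation test of list means, added after that result was seen, called 9 higher and 7 lower.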

Values the study reported

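The study reported 4,823 differentially expressed genes at a false discovery rate of 0.05, of which 2,377 were higher and 2,446 were lower after disease plasma. It gave 20 samples after disease plasma and 12 after healthy plasma for this comparison. It reported 227 of these genes in the inflammatory response, 116 of them higher, and named CCL2, IL6, S100A9, TLR2 and NOD2 among the higher genes and NAMPT as coexpressed with IL6.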

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

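Tests of the share of B cells, of the share of monocytes and T cells, of the authors' scaling for all 3 patterns, of pseudogenes and of other splits for the number of genes were chosen after the results they explain had been seen. Those of length and GC content, read depth and other splits for the preset list test were set before.

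Of 374 groups of libraries tested, over 141 genes, the list means, the first component and the totals, 67 held a library far from the rest, 58 in disease plasma and 9 in healthy plasma, where chance gives about 1 in 20 (5%). The measure was the gap from the extreme library to its nearest neighbour over the range of the group, on log2 values. Disease plasma replicate 4 was the lowest of its group for CXCL5 (0.5927), CXCL6 (0.7321), SERPINB2 (0.6767), CXCL1 (0.8243), CCL7 (0.6298), CCL2 (0.6352), IL6 (0.6867), NAMPT (0.5445) and IL1B (0.7534). It was also the lowest for TNF (0.5454), CXCL8 (0.8354), EREG (0.7997), CSF1 (0.4848), IL1RN (0.6424), CD28 (0.5938), TCF7 (0.56), IL12RB2 (0.5227), PFKFB3 (0.5202), TLR10 (0.6122), the mean of chemokines (0.5329), the mean of cytokines and growth factors (0.5737), the mean of the 6 genes taken from the study's text (0.7343) and the mean of T cells (0.5186). It was the highest for S100A9 (0.5578), HSPH1 (0.7177), HERPUD1 (0.7222), CD55 (0.6795), FYN (0.6097), ABL1 (0.4721), SC5D (0.6523) and FCN1 (0.7013). The same held for the mean of phagocytosis and Fc receptors (0.5868), the mean of CD14 monocytes (0.5693), the mean of natural killer cells (0.5163), the mean of red cells (0.5314) and the mean of neutrophils (0.5944). Disease plasma replicate 1 was the lowest for TLR2 (0.4662), JUNB (0.5303), CLC (0.5025), NCF1 (0.484), SOCS1 (0.5358), the mean of cytokine receptors and antagonists (0.4974), the mean of aryl hydrocarbon receptor targets (0.6268) and the mean of plasma cells (0.5402). It was the highest for DUSP4 (0.5536), IL1R1 (0.557), TIMP1 (0.51) and LGMN (0.5282). Single disease plasma libraries also lay apart as the lowest for IL4R (0.4714) and the mean of mitochondrial messenger RNAs (0.5099). Single disease plasma libraries, in part the same ones as above, were the highest for the mean of fatty acid synthesis (0.6232), the mean of matrix enzymes and adhesion (0.5894), STAT2 (0.7728), TRIM22 (0.9154), the mean of type I interferon response (0.8172), the mean of interferon-gamma response (0.6029), the mean of glucocorticoid response (0.9005) and the mean of MHC class I presentation (0.7657). In healthy plasma single libraries, not the same for each, were the lowest for TFPI (0.7816), FYN (0.6876), CD27 (0.8017), the mean of plasma cells (0.6863), CXCL16 (0.6507) and the mean of mitochondrial messenger RNAs (0.7644). The highest was 1 library for CX3CR1 (0.6838), HSPH1 (0.7966) and the mean of MHC class II presentation (0.6316), not the same library for each.

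B cell markers were lower after disease plasma, with a median log2 change of -0.637 over 12 markers. Fewer B cells in the wells would lower all of them alike, yet 4 of the 12 lay more than 3 SE from the list median and CD79A rose. The authors' scaling is argued against as the whole cause, since the scalings by the authors, total count, TMM and upper quartile differed by 0.0966 at most in their shift of all genes. Transcript length and GC content are argued against by a median of -0.615 after their trend was removed. A lower share of B cells as part of the change stays open. A change of transcription in B cells after disease plasma is a candidate explanation, as a hypothesis found and tested on the same data.

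Ribosomal protein mRNAs were higher after disease plasma, with a median log2 change of 0.158 over 76 genes. Length and GC content are argued against as the whole cause by a median of 0.15 and 60 genes higher after their trend was removed. Reads moved between the genes and their processed pseudogenes are argued against, since pseudogenes held 1.1% of the summed values. All their reads in healthy plasma libraries would give a rise of 0.00519 (median over the genes), although 7 genes could gain at least 50% of their change in this way. Reads that the table leaves out for mapping to several places were not tested. Under total-count scaling 23 genes in place of 66 were higher and 0 lower, because all genes shifted alike. The median was 0.0612 (interquartile range 0.0709, and 0.0708 before). Relative to the median of all genes, the ribosomal median was 0.16 higher with the authors' scaling and 0.159 higher with the total count. A shift of all genes leaves this relative rise in place. Whether the level itself rose cannot be told apart from the authors' scaling. The 4 scalings differed by 0.0966, neither as large as the rise nor far below it. An effect of disease plasma on these mRNAs stays open, since RNA per cell was not measured.

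CD14 monocyte markers were higher in 4 of 12 cases and pan-T cell markers lower in 6 of 12 after disease plasma. A smaller share of T cells would lower their markers together, yet 4 of the 12 were higher. For the higher monocyte markers the authors' scaling is argued against by the 3 of 4 that were still higher under total-count scaling, CD14 itself being the exception (adjusted p = 0.109; range over 36 alternatives 0.000152 to 0.109). For the lower T cell markers the range of the 4 scalings, 0.0966 against a median fall of 0.267, could not decide by the rule set. TMM, upper quartile and total count shifted all genes by -0.0101, -0.0475 and -0.0966 against the authors' scaling. Under limma 6 of 12 markers were lower with TMM and 8 with the total count. The median over the 12 was -0.14 and -0.24, against -0.143 with the authors' scaling. A scaling that lowers all genes favours lower calls by construction. The 8 under the total count therefore cannot weigh against the authors' scaling as a cause. The fits show only that lower calls remained with both scalings. An error shared by all 4 scalings was not tested. Different read depth is argued against by the 10 of 10 markers that were still called with every library thinned to 20.9 M reads. A larger share of monocytes with T cells changing in other ways, or a change of transcription after disease plasma, stays open.

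For the number of genes, a random assignment of these libraries to the groups is argued against. Of 100 splits of the 16 libraries, the real one included, 1 gave as many as the real 5774, and the highest other gave 2296. The splits cannot exclude a difference of PBMC donor or processing that runs with the group, since the labels do not give the number of donors. For the 8 lists called by camera with a preset correlation chance cannot be excluded, as 78 of 100 splits called as many, with 18 as the highest other.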

How the results depend on the processing

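Alternatives chosen after the data were examined were other pseudocounts, TMM and total-count scaling with limma, 32 lanes in limma, replicates 6 and 7 as 1, replicates 1, 4 and 10 left out, and the exact test of list means. The edgeR test with TMM was the planned main test and became an alternative when limma replaced it. It called 2945 genes higher and 2892 lower. The others were planned. Over 246 named genes and 8853 pairs of gene and alternative, 8239 kept direction and side of the threshold, 268 lost the call, 205 gained one, 0 reversed and 141 changed sign in genes that had not passed. Scaling to the total count gave 1316 genes higher and 5103 lower, against 3086 and 2688, and 4004 genes were called in both, all in the same direction. It shifted all genes by -0.0966 (log2). By its construction this follows the totals of normalised counts, 16 ± 0.298 M after disease plasma and 15 ± 0.225 M after healthy plasma (SD; exact p = 0.0001249), with 14.2% and 13.1% in the top 50 genes. A log2 change of at least 1 left 91 higher and 38 lower, fewer by construction. Leaving out each library gave 2660 to 3256 higher and 2274 to 2893 lower, and a difference on the first component of 32.5 to 34.6. Camera with an estimated correlation called 0 lists, also in each fit that left out a library. It called with a preset correlation 4 higher and 4 lower, and without a filter 3 higher and 2 lower (the cause was not tested). The exact test of list means, which compares libraries and not the genes of a list with others, called 9 higher and 7 lower. Scaling by RLE for the components and lists was not run apart, since the deposited values carry it, and the pseudocount of 0.1 was in normalised counts. With 16 libraries a simulated 1.5-fold change was missed in some genes (83.5% recovered), so small changes may be incompletely called. The simulation gave 185 calls against 5774 here, and the adjusted threshold depends on that number. The share of changes missed in these data is therefore not known.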

Other observations

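The hypothesis test below, the fits without replicates 1, 4 and 10, total-count scaling and limma on 32 lane entries were chosen after the results had been seen. Libraries here numbered 10 after disease plasma and 6 after healthy plasma. Both are lower than the numbers of samples quoted from the study above, which equal the numbers of lane entries. With the 32 lane entries taken as separate samples DESeq2 called 3990 genes higher and 3763 lower, edgeR 3688 and 3865, and limma 3914 and 3517. All of these are higher than the counts quoted from the study. So are the 3086 and 2688 called here with 16 libraries, so the counts do not tell which unit the study used. Size factors recomputed over the 32 lane columns did match the deposited ones (relative difference 4.7e-15 at most). The deposited table was thus scaled with lanes as separate columns. This does not settle the unit of the study's test. The paper describes its samples as biologically independent.

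Innate signalling genes were split after disease plasma. Of 36 NF-kB and TNF feedback genes 7 rose, among them the kinase gene MAP3K8 (1.48-fold, 1633 ± 183 to 2466 ± 651, SD, n = 6 and n = 10), and 3 fell, among them TNFAIP2 (fold 0.737). Of 34 Toll-like receptor and inflammasome genes 4 rose, with TREM1 1.32-fold higher, and 4 fell, with TLR10 (fold 0.685) and the inflammasome adaptor PYCARD (0.771) lower. Of 39 type I interferon genes 0 passed in limma, also when adjusted over the list alone, with 2 at an unadjusted p under 0.05 (0 of 40 in edgeR), and 1 library lay far above the others. Of 31 interferon-gamma genes 2 rose and 2 fell, with SOCS1, an inhibitor of cytokine signalling, 1.88-fold higher and CIITA, which drives class II genes, at 0.739-fold. Without disease plasma replicates 1, 4 and 10 these 4 lists had 16 and 4, 8 and 7, 16 and 2, and 11 and 5 genes higher and lower, and under total-count scaling 4 and 4, 2 and 6, 0 and 0, and 1 and 2. Of 28 T cell activation genes 6 rose and 3 fell (14 and 3 without those replicates), with the inhibitory receptor genes CTLA4 (1.52-fold) and PDCD1 (1.36-fold) higher and TNFSF14 (0.74) lower. Of 6 aryl hydrocarbon receptor genes 1 rose, TIPARP (1.42-fold), and 4 rose without those replicates. Of 21 class I presentation genes 8 rose and 4 fell, with the chaperone gene CALR 1.28-fold higher, and of 16 class II presentation genes 5 rose and 3 fell (7 and 3 adjusted over the list alone), with LGMN (1.55-fold) higher and CTSH (0.746) lower. Under total-count scaling these were 5 and 5 for class I and 5 and 6 for class II. The mean log2 value of none of these lists passed (lowest exact permutation adjusted p = 0.212), nor did any with camera and an estimated correlation.

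Several dendritic and plasma cell markers were lower. Of 8 CD1c dendritic cell markers 3 fell and 1 rose (4 and 1 adjusted over the list alone), with NDRG2 (0.665) and the IgE receptor chain FCER1A (0.667) lower, and of 7 plasma cell markers 2 fell and 1 rose, with DERL3 (0.649) lower. Both means fell (by 0.195 and 0.1, exact permutation adjusted p = 0.0393 and 0.0297; camera adjusted p = 0.671 and 0.865 with an estimated correlation). CD1C itself did not pass (log2 -0.21, limma adjusted p = 0.201), nor did FLT3 (0.559). The call of the dendritic cell marker CLEC10A (limma adjusted p = 0.0414) ended in 12 of 36 alternatives. Of 9 plasmacytoid dendritic cell markers 4 fell, with SERPINF1 (0.713) and PLD4 (0.801), and 1 rose (4 and 2 adjusted over the list alone); their median was -0.11 and their mean 0.0294. Of 11 CD16 monocyte markers 3 rose, with HES4 (2.43-fold) and VMO1 (1.57-fold), and CX3CR1 fell, and their median of -0.013 and mean of 0.0896 differ in sign. Of 12 natural killer cell markers 2 rose (1 higher and 3 lower under total-count scaling). Of 28 phagocytosis and Fc receptor genes 4 rose and 7 fell, with C5AR1 (1.43-fold) and FCAR (1.4-fold) higher and NCF1 (0.619) lower; the mean was 0.0198 and the camera statistic on the lower side. Of 13 LXR target genes 3 rose and 2 fell, with NR1H2 1.24-fold higher and NR1H3 (0.704) and PLTP (0.569) lower; the median was 0.0127 and the mean -0.0463. Of 22 glucocorticoid response genes 5 rose and 2 fell (5 and 1 adjusted over the list alone; 6 and 6 without replicates 1, 4 and 10), with ERRFI1 1.89-fold higher and SGK1 (0.664) lower, and 1 library lay far above the others. Of 17 metallothionein and oxidative stress genes 1 rose (0 adjusted over the list alone). The means of these last 7 lists did not pass (exact permutation adjusted p of 0.0606 to 0.866). Where no other count is given, that adjusted over the list alone was the same.

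One hypothesis was that disease plasma may induce CREB-type genes (CREM, NR4A1, NR4A2, NR4A3, SIK1, PER1, PDE4B and PDE4D) apart from the EGR and FOS type of immediate-early genes. Of the 8 CREB-type genes 6 rose and 0 fell, and of 8 EGR and FOS type genes 0 rose and 1 fell. The mean log2 value of the first minus that of the second was 0.913 ± 0.273 after disease plasma (SD, n = 10) and -0.292 ± 0.256 after healthy plasma (SD, n = 6; two-sided exact permutation p = 0.000125, the smallest that can be had), with 10 of 10 disease plasma libraries above the highest healthy plasma library. The CREB-type mean alone was 0.81 higher (exact p = 0.000125) and the other changed by -0.395 (exact p = 0.0175). CREM, NR4A2, SIK1 and EGR1 had prompted the hypothesis or been seen, so these values restate it. Without them and JUNB, 3 of 5 CREB-type genes rose and 0 of 6 EGR and FOS type genes were called. The difference was then 2.48 ± 0.247 and 1.65 ± 0.255 (SD; exact p = 0.000125), with the CREB-type mean 0.439 higher and the other lower by 0.394 (exact p = 0.000125 and 0.022). The difference has the direction of the hypothesis, but the values of the genes left in were also available when that test was chosen. The planned list held CREM and EGR1 together, and the split into 2 types was made here. It therefore does not show which factor acted. The paper itself names CREB1 and CREM among its top candidate factors for the regulated genes. Induction at earlier times was not measured.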
